A study of Mus musculus with 6 samples.

How the data were processed

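Microglia, the resident macrophages of the brain, were profiled by bulk RNA sequencing in 6 libraries: 3 from wild-type mice (WT) and 3 from mice labelled IRF8KO, a label that stands for a knockout of the gene for the transcription factor IRF8. Per the labels, all animals were male and 3 months old, each library came from its own brain, the cells were isolated without enzymes and sorted by flow cytometry straight into TRIzol. The labels' protocols also give the library chemistry: cDNA was made with the SMART-Seq v4 low-input kit, which copies polyadenylated RNA to full length with a template switch, and tagged for sequencing with Nextera XT. Such libraries carry no strand information and no molecular identifiers, so PCR copies were not removed by identifier. Counting intervals and floors given here therefore cover counting error only.

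The deposited files hold raw counts of uniquely mapped reads or read pairs per gene, made by the authors, in the layout that the aligner STAR writes: 4 summary lines and then, per gene, a count that ignores strand and 2 counts by strand. The aligner version, genome build, annotation release and read trimming are not stated in the labels or the files. The shares of gene counts on a gene's own strand lay between 49.8% and 50.3%, so the count that ignores strand was used and the stranded counts served as alternatives. The files list 49585 genes by mouse Ensembl identifier. Of these, 49326 were matched to GENCODE release M21 of the GRCm38 assembly, which gave symbols, positions, GC content and exonic length, and 259 were not matched. All coordinates are from that annotation. Because counting ignored strand and kept only reads with 1 mapped place, genes that overlap another gene or have near-identical copies are uncertain. Among the genes named in the text, those with near-identical copies include the globin genes, Ifit3 and H2-Q7. Those with more than 10% of their exonic length shared with another gene include Itgam, Klk8, P3h2, Cebpb, Tap2, Rtp4, Erap1 and H2-DMa, at 68.7%, 24.8%, 28.4%, 20.7%, 18.5%, 13.9%, 11.5% and 10.4%; others, such as Junb (7.52%) and Tlr3 (7.32%), share less.

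Gene counts summed to 3658917, 10859529 and 7919755 in WT replicates 1, 2 and 3 and to 8994860, 10886054 and 11098363 in IRF8KO replicates 1, 2 and 3. The summary lines were kept out of library sizes. Uniquely mapped reads outside any gene made up 7.70%, 7.52% and 2.44% in the WT libraries and 3.86%, 6.27% and 5.67% in the IRF8KO libraries, in the same order. Reads that fell on several genes made up between 8.20% and 10.8% of the uniquely mapped reads, and reads with several mapped places between 4.33% and 5.85% of all reads. To see whether any 2 files of a group held the same library sequenced again, which would give a chi-square statistic per degree of freedom near 1 over genes, their counts were compared: it was 9.14 for WT replicates 1 and 2 and at least 25.5 for every other pair within a group. This says nothing of the spread between mice, which exceeds sampling noise in any case.

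Counts were tested with edgeR 4.0.16 in R 4.3.3: the default expression filter (minimum count 10), TMM scaling and the quasi-likelihood F test with genotype as the single term. This left 11041 genes, and the untested genes held at most 0.313% of a library's counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and a second count required a change of at least 2-fold. Standard errors of log2 fold changes were derived from the F statistic. CPM are counts divided by the TMM-scaled library size in M (1 M is 1000 times 1000) and do not sum to 1 M; log2 CPM for list tests had a prior count of 2. Where all libraries of a group had 0 counts, the fold is a lower bound against a floor of 3 counts. Where a group had 1 to 3 counts, the ratio of the scaled counts is given with its exact 95% interval.

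Before the data were examined, 10 primary gene lists and 10 lists for cells other than microglia and for handling were fixed from general knowledge. The primary lists were homeostatic microglia, microglial transcription factors, disease-associated microglia, interferon response, MHC class I, MHC class II, lysosome, complement and Fc receptors, Toll-like receptors and cytokines, and cell cycle. The others were border-associated macrophages, monocytes, neutrophils, lymphocytes, neurons, astrocytes, oligodendrocytes, endothelial cells, red blood cells and immediate early genes. Each list was tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, adjusted over the 10 lists of its family, with fry and an estimated correlation as checks. Some genes sit in more than 1 list, among them Sall1, Cd63, B2m, Cd68, Ctsb, Ctsd and Ctsl. Genes named in the text were picked by a rule fixed at the same time: Irf8; the 8 largest log2 fold changes in each direction among called genes with a mean of at least 10 CPM, no overlap between groups and no predicted-gene name; the 4 smallest p-values of each primary list; and the 3 highest mean CPM of each other list that passed its test. Genes named outside this rule are marked as picked after their values were seen. Called genes within 10 Mb of Irf8 were compared with all others by Fisher's exact test, two-sided.

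The alternatives, fixed in advance, were RLE, upper-quartile and library-size scaling, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, robust quasi-likelihood shrinkage, each stranded count, a replicate block, an offset for each library's loess trend (span 0.4) on GC content and gene length, both of these together, leaving out each library, and windows of 5 and 20 Mb. Leaving Apoe out of the counts was chosen after seeing the data. GC content was known for all but 7 tested genes. The gene test was tested on simulated data with the libraries' means, depths and dispersions, for IRF8KO against WT with 200 changed genes among 10335 tested. It recovered 51.0% of the genes changed 4-fold and 10.0% of those changed 2-fold, and 1.61% of its calls were false. When the libraries' own GC and length trends were added to the simulated counts (10652 genes tested), 28.3% of the calls were false without the offset and 9.68% with it. With no changed gene, 0 of 10366 genes were called, 484 had an unadjusted p under 0.05, and 0 of the 10 primary lists were called.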

Results

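Transcripts of sorted microglia were counted in 3 WT and 3 IRF8KO libraries from male mice aged 3 months. IRF8 is a transcription factor of the interferon regulatory factor family that is made in macrophages and their relatives. The comparison of IRF8KO with WT asks which microglial transcripts differ between mice with these labels. Depth ranged from 3658917 to 11098363 gene counts per library, with a mean of 7.48 ± 3.62 M in WT and 10.3 ± 1.16 M in IRF8KO (SD, n = 3 each). Thinned to the depth of the shallowest library, WT replicates 1, 2 and 3 had 13671, 13906 and 12253 detected genes, and IRF8KO replicates 1, 2 and 3 had 12955, 14255 and 13965.

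The targeted gene, Irf8 (ENSMUSG00000041515, chromosome 8, 120736358 to 120756694, plus strand), was counted in every library. Its counts were 4084, 12022 and 10179 in WT replicates 1 to 3, and 4628, 7243 and 7834 in the libraries labelled IRF8KO. Scaled, these were 1016 ± 336 CPM in WT and 747 ± 99.9 CPM in IRF8KO (SD, n = 3). The log2 fold change of −0.44 (SE 0.33) was not significant (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.368). Without WT replicate 3, which had 1403 CPM against 795 and 851 in WT replicates 1 and 2, it was −0.11, with an adjusted p of 0.676 in the same edgeR test. The alternative that moved it most downward was scaling by library size alone, with a log2 fold change of −0.90 and an adjusted p of 0.0076 in the same edgeR test. A count over the whole gene does not tell a full-length transcript from one that lacks an exon, so the genotype could not be read from these counts. Every direction below therefore rests on the libraries' labels, and IRF8KO stands for the libraries labelled IRF8KO. Xist had 0 counts in all 6 libraries, which allows up to 3 counts in each, and Ddx3y, Eif2s3y, Kdm5d and Uty were detected in all 6, as the male label requires.

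Libraries of a group resembled each other more than those of the other group. Across the tested genes, Pearson correlations of log2 CPM ranged from 0.926 to 0.943 among the IRF8KO libraries, from 0.892 to 0.969 among the WT libraries and from 0.752 to 0.842 between groups; genes are not independent replicates. The first principal component carried 61.9% of the variance and separated the genotypes. The second carried 20.2% and placed WT replicate 3 away from WT replicates 1 and 2, which had the closest correlation of any pair (0.969).

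Of 11041 tested genes, 2109 (19.1%) were called, 1064 higher and 1045 lower in IRF8KO (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 3717 had an unadjusted p under 0.05. A change of at least 2-fold was found for 2021 of the called genes, 1012 higher and 1009 lower. The 3 values of one group did not overlap the 3 of the other for 4184 tested genes (37.9%, where chance gives 10%), and for 2038 of the called genes. The median log2 fold change of all tested genes was −0.11. Leaving out IRF8KO replicate 3 moved the count most downward, to 910 called genes, and leaving out WT replicate 3 moved it most upward, to 4003. Scaling by library size alone shifted the all-gene median to −0.61 and gave 651 higher and 1908 lower calls, 25.4% higher against 50.5% under TMM.

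**Figure D1:**
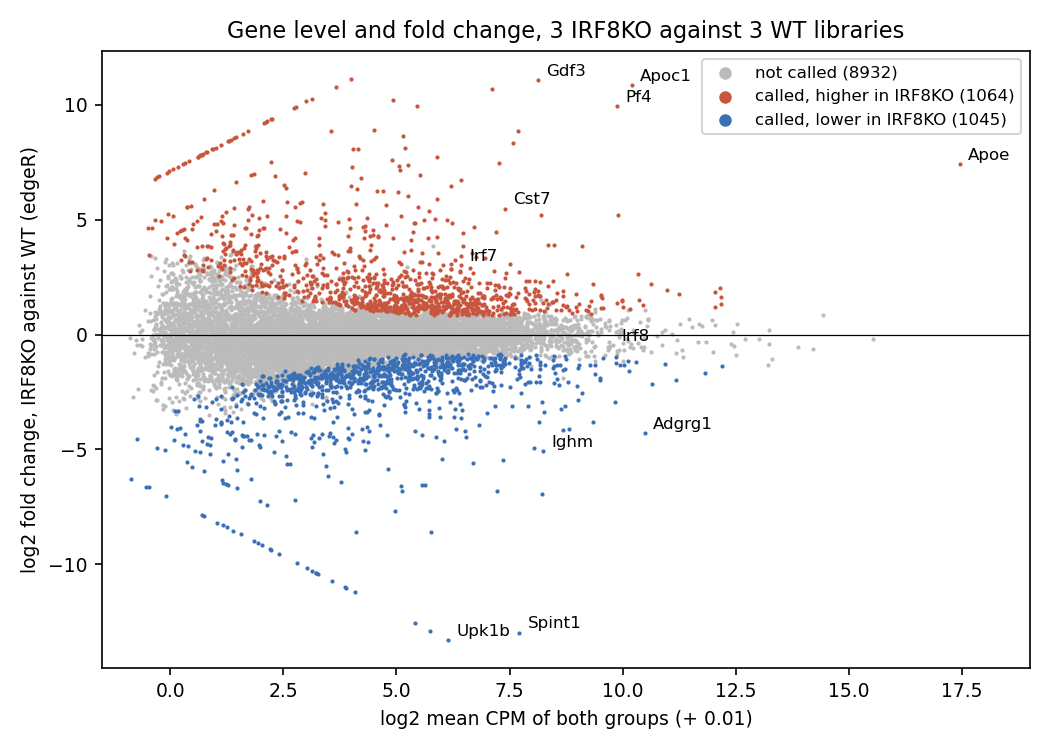
Log2 fold change of each of the 11041 tested genes (vertical axis, edgeR) against its log2 mean CPM over both groups (horizontal axis), with 1064 genes called higher in IRF8KO in red, 1045 called lower in blue and the rest in grey. Apoe lies far to the right of all other genes, and the 2 straight lines of points are genes with 0 counts in one group, whose fitted fold change depends on the prior count.

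No transcript dominated the WT libraries as Apoe did the IRF8KO libraries. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188, minus strand) took 33.7%, 25.5% and 28.0% of all gene counts in IRF8KO replicates 1, 2 and 3, against 0.224%, 0.154% and 0.324% in WT replicates 1, 2 and 3. The exact 95% binomial intervals spanned 33.7% to 33.8% in IRF8KO replicate 1 and 0.152% to 0.156% in WT replicate 2. In CPM this was 357729 ± 120301 against 2104 ± 1255 (SD, n = 3), a log2 fold change of 7.41 (SE 0.76; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.4e-05). Apoc1 and Apoc4, on one side of it on chromosome 7, rose as well. Apoc1 (19689481 to 19692660) had 2347 ± 226 CPM in IRF8KO and 1.18 ± 0.717 in WT, and Apoc4 (19678083 to 19681479) had 278 ± 64.8 and 0.161 ± 0.221. Their log2 fold changes were 10.87 and 10.70, each with an adjusted p of 1.1e-06 (edgeR quasi-likelihood test, Benjamini-Hochberg). Tomm40, the neighbour on the other side (19701313 to 19715438), picked after its values were seen, did not rise: 31.5 ± 2.17 CPM in IRF8KO and 35.2 ± 8.68 in WT.

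Several transcripts were found almost only in 1 genotype. Among the largest decreases, Upk1b (ENSMUSG00000049436, chromosome 16, 38773184 to 38800328) had 141 ± 38.0 CPM in WT and 0 counts in all IRF8KO libraries, at least 1333-fold lower. Sall1 (ENSMUSG00000031665, chromosome 8, 89027235 to 89044162), which encodes a transcription factor, had 2904 counts over the WT libraries and 0 over the IRF8KO libraries, at least 971-fold lower. Klk8, P3h2, Npnt, Mrgpre and Haao also had 0 counts in IRF8KO and were at least 747-fold, 305-fold, 259-fold, 239-fold and 211-fold lower. The exons of Klk8 and P3h2 overlap other genes over 24.8% and 28.4% of their length. Spint1 had 10492 counts in WT and 1 in IRF8KO, a scaled ratio of 10522 with an exact 95% counting interval of 1888 to 415649. In the other direction, Vnn3 and Tsku had 0 counts in WT and were at least 290-fold and 226-fold higher. Gdf3 (chromosome 6, 122605403 to 122610087) had 560 ± 59.4 CPM in IRF8KO and 7 counts over the WT libraries, and Pf4 had 1881 ± 321 against 1.79 ± 0.935 CPM. Their log2 fold changes were 11.07 (SE 0.65) and 9.97 (SE 0.52), with adjusted p of 1.3e-06 and 1.1e-06 (edgeR quasi-likelihood test, Benjamini-Hochberg). Runx3 had 1 count in WT and 1543 in IRF8KO, a scaled ratio of WT to IRF8KO of 6.5e-04 (exact 95% interval 1.6e-05 to 0.0036), and Emilin2 had 2 and 2255, a ratio of 8.9e-04 (1.1e-04 to 0.0032). The 16 genes of the rule for largest changes had adjusted p between 1.1e-06 and 8.5e-05 (edgeR quasi-likelihood test, Benjamini-Hochberg). In all, 40 called genes had 0 counts in every WT library and 30 in every IRF8KO library.

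**Figure D2:**
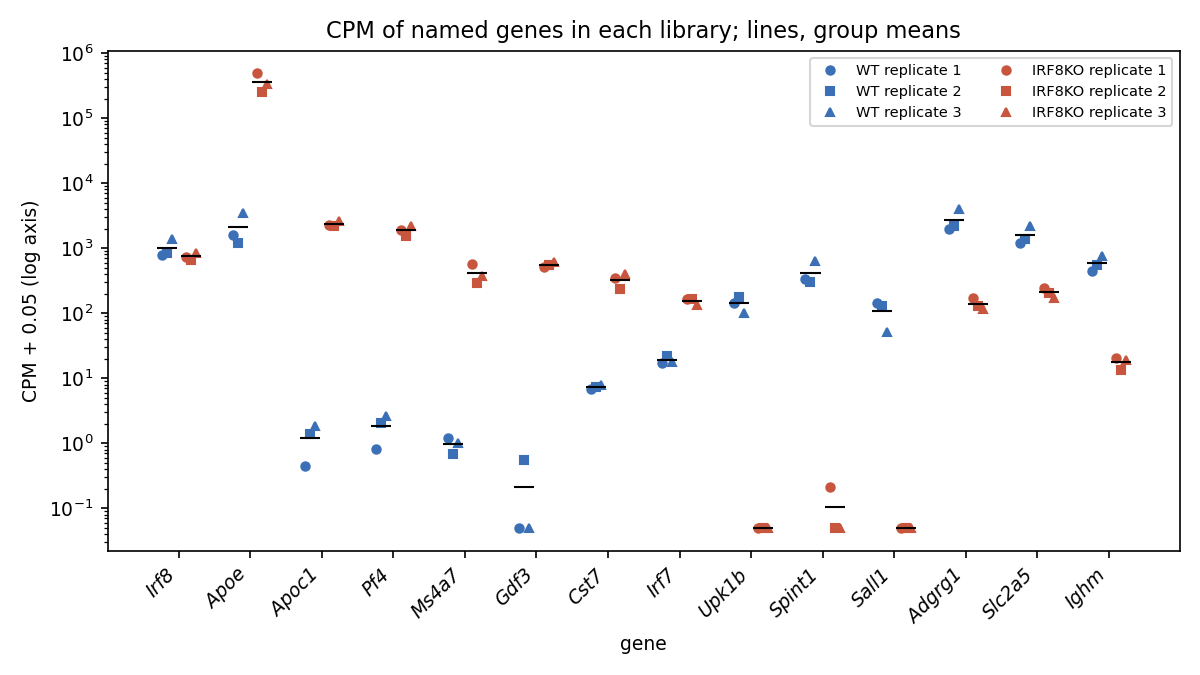
CPM plus 0.05 on a log axis for 14 named genes in each library, with WT in blue, IRF8KO in red, a symbol per replicate number and black lines at the group means. Irf8 overlaps between the genotypes, Apoe averages 357729 CPM in IRF8KO against 2104 in WT, and Upk1b and Sall1 have 0 counts in IRF8KO.

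Of the 10 primary lists, 3 were called (camera, Benjamini-Hochberg over the 10 lists). The homeostatic microglia list had a median log2 fold change of −1.33, or −1.22 relative to all genes, with 19 of 23 genes lower (adjusted p = 6.2e-05). The disease-associated list had a median of 0.87, or 0.98 relative to all genes, with 22 of 28 tested genes higher (adjusted p = 2.0e-04). The interferon response list had a median of 1.38, or 1.49 relative to all genes, with 23 of 27 tested genes higher (adjusted p = 2.0e-05). All 3 calls held under fry, with adjusted p of 3.8e-04, 0.013 and 0.013, and none held with an estimated inter-gene correlation, with adjusted p of 0.115, 0.518 and 0.151, where the unadjusted p of the homeostatic and interferon lists were 0.011 and 0.030. Per gene, edgeR's quasi-likelihood test called 14, 14 and 11 genes of these lists over all genes tested, and 16, 15 and 14 when adjusted over the list alone.

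Members of a list did not all move together. In the homeostatic list the 4 smallest p-values belonged to Sall1, Adgrg1, Slc2a5 and P2ry13, the last 3 with log2 fold changes of −4.30, −2.94 and −2.52 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of 4.4e-05, 2.2e-04 and 6.7e-04). Among genes picked after their values were seen, P2ry12 fell from 848 ± 384 to 48.4 ± 44.8 CPM, Siglech was not called (1220 ± 152 and 1010 ± 128 CPM in WT and IRF8KO, with no overlap), and Fcrls rose from 2622 ± 652 to 6669 ± 1188 CPM (SD, n = 3), a called increase. In the disease-associated list, Cst7 rose from 7.30 ± 0.528 to 329 ± 82.4 CPM and Cd63 from 357 ± 96.6 to 2231 ± 459 CPM, whereas Ccl6 fell from 258 ± 55.9 to 29.7 ± 2.53 CPM. Their log2 fold changes were 5.49, 2.64 and −3.12, with adjusted p of 2.1e-06, 3.9e-04 and 4.0e-05 (edgeR quasi-likelihood test, Benjamini-Hochberg). In the interferon list, Irf7, Oas1a, Rtp4 and Ifit3 had log2 fold changes of 3.01, 2.40, 2.59 and 2.44, and Irf7 reached 154 ± 17.2 CPM in IRF8KO; Ifit3 has a near-identical copy, and the exons of Rtp4 overlap another gene over 13.9% of their length. The adjusted p of these 4 genes lay between 3.6e-05 and 9.4e-04 (edgeR quasi-likelihood test, Benjamini-Hochberg).

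**Figure D3:**
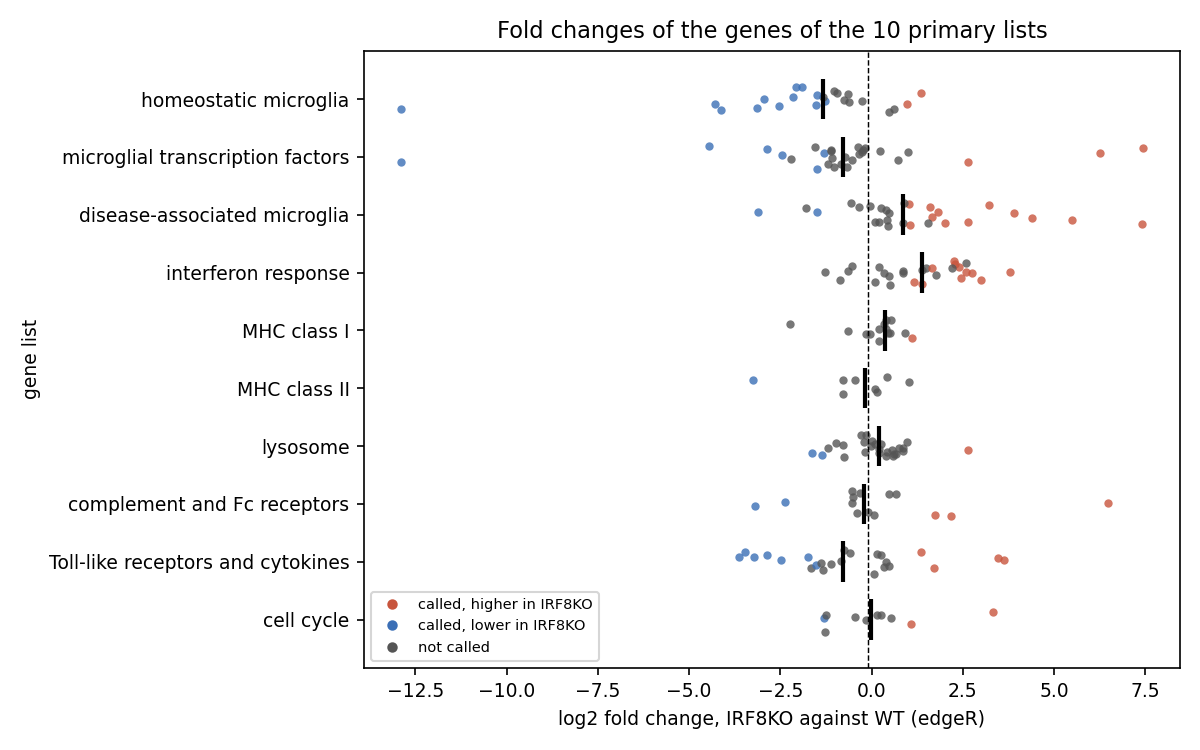
Log2 fold changes (horizontal axis, edgeR) of the tested genes of each primary list (vertical axis), 1 point per gene with called genes in red or blue; black bars are list medians and the dashed line is the all-gene median of −0.11. The homeostatic list lies to the left with a median of −1.33, and the disease-associated and interferon lists lie to the right with medians of 0.87 and 1.38; Sall1 at the far left has 0 counts in IRF8KO, so its position depends on the prior count.

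The other 7 primary lists were not called (camera, Benjamini-Hochberg over the 10 lists). Their medians relative to all genes were −0.67 for microglial transcription factors (adjusted p = 0.077), 0.48 for MHC class I (0.464), −0.08 for MHC class II (0.557), 0.32 for lysosome (0.557), −0.10 for complement and Fc receptors (0.827), −0.68 for Toll-like receptors and cytokines (0.557) and 0.11 for cell cycle (0.822), where scaling by library size alone reversed the camera direction of the lysosome, complement and cell cycle lists. The list of transcription factors was called without WT replicate 3, at −0.99 with an adjusted p of 0.047. Over all genes tested, edgeR's quasi-likelihood test called 9, 1, 1, 3, 5, 11 and 3 genes of these lists in the same order, and 14, 0, 1, 3, 5, 11 and 4 when adjusted over the list alone; 3 genes of MHC class I had an unadjusted p under 0.05. Of the 11 called genes of Toll-like receptors and cytokines, 7 were lower and 4 higher. The median log2 difference of that list was −0.14 against WT replicate 3 alone and −1.14 against WT replicates 1 and 2. Single genes moved far in either direction. Bhlhe40 rose from 0.631 ± 0.547 to 51.3 ± 6.19 CPM and Cebpb from 121 ± 27.4 to 752 ± 185 CPM, while Mef2a fell from 102 ± 44.6 to 18.6 ± 5.64 CPM. C3 rose from 1.81 ± 1.94 to 147 ± 34.9 CPM and Fcgr4 had a log2 fold change of 2.17. Itgam fell from 69.6 ± 18.5 to 13.5 ± 4.46 CPM, where 68.7% of Itgam's exonic length overlaps another gene. H2-DMa fell from 718 ± 450 to 75.9 ± 19.2 CPM, with 3 other class II genes not called (H2-DMb1, H2-DMb2 and H2-Eb1). Il1b and Ccl5 rose with log2 fold changes of 3.63 and 3.46, Tlr2 rose by 1.73, and Tlr3 had a log2 fold change of −3.62. Cenpa rose from 3.29 ± 0.969 to 33.2 ± 5.03 CPM. The adjusted p of these 12 called genes lay between 4.5e-05 and 0.0029 (edgeR quasi-likelihood test, Benjamini-Hochberg), and all kept their calls in each fit that left out 1 library. H2-K1, Mcm3, Mcm6, Asah1 and Psap were called with adjusted p between 0.011 and 0.049 in the same edgeR test and each lost its call in at least 1 of those fits; without IRF8KO replicate 3 their adjusted p lay between 0.082 and 0.177. Erap1, Tap2, H2-Q7, Lamp2 and Stmn1 were not called.

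Markers of cells other than microglia were tested as a check of composition (camera, Benjamini-Hochberg over these 10 lists). The border-associated macrophage list had the largest shift, a median log2 fold change of 6.43, or 5.34 with genes at 0 counts placed at their bound, with 11 of 12 tested genes higher (adjusted p = 4.9e-11). It held under fry and with an estimated correlation (adjusted p of 2.2e-05 and 0.019). Its 3 most abundant genes were Stab1, Pf4 and Ms4a7, at 1950 ± 310, 1881 ± 321 and 413 ± 147 CPM in IRF8KO and 692 ± 116, 1.79 ± 0.935 and 0.923 ± 0.267 CPM in WT (SD, n = 3). Lists of neurons (median 3.17, 6 of 12 genes tested, adjusted p = 0.0057), astrocytes (2.32, 8 of 12, 0.0057) and red blood cells (2.98, 5 of 6, 0.012) were higher, and lists of lymphocytes (−3.61, 2 of 12, 0.0057) and immediate early genes (−2.97, 14 of 17, 0.0081) were lower. The neuron, astrocyte and lymphocyte calls held under fry, and none of the 5 with an estimated correlation. All 5 kept their camera call without any 1 library, but the size of 3 medians relative to all genes moved. Red blood cells moved from 3.09 to 10.14 without WT replicate 3 and to 1.88 without IRF8KO replicate 3. Lymphocytes moved from −3.50 to −1.78 without WT replicate 3, −2.17 without WT replicate 1 and −2.15 without IRF8KO replicate 1. The expression filter was rerun in each fit, so the genes tested in a list could change. The 2 lymphocyte genes of the main fit, Ighm and Cd79b, hardly moved, so these shifts do not come from them. Without 1 library, their log2 fold changes ranged from −5.23 to −4.82 and from −2.29 to −1.85. Neurons moved from 3.28 to 2.11 without WT replicate 2. Besides fry and the estimated correlation, 3 of the 5 calls were lost in 1 other alternative each. These were red blood cells with the GC and length offset (camera, adjusted p = 0.064) and immediate early genes with library size alone (0.101). The astrocyte call was lost with at least 10 counts in every library (0.711). Monocytes (5.13, 1 of 12, 0.051), neutrophils (3.94, or 2.49 at the bound, 2 of 13, 0.062), oligodendrocytes (1.13, 6 of 12, 0.507) and endothelial cells (0.90, 3 of 11, 0.994) were not called, though fry called monocytes and neutrophils (adjusted p of 0.0044 and 0.0035). Over all genes tested, edgeR called 11 macrophage, 3 neuron, 5 astrocyte, 0 red blood cell, 2 lymphocyte, 12 immediate early, 1 monocyte, 1 neutrophil, 2 oligodendrocyte and 1 endothelial genes, against 12, 4, 8, 0, 2, 13, 1, 1, 3 and 2 when adjusted over the list alone; 4 red blood cell genes had an unadjusted p under 0.05.

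Levels behind these lists differed widely. The neuronal genes Rbfox3, Snhg11 and Syt1 reached 12.4 ± 1.62, 18.2 ± 7.47 and 4.61 ± 1.91 CPM in IRF8KO, and their calls were lost without IRF8KO replicate 3 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.051, 0.149 and 0.179). Of the astrocyte list, Slc1a3 fell from 152 ± 58.5 to 8.76 ± 6.54 CPM, Clu rose from 9.83 ± 7.83 to 45.8 ± 12.7 CPM, and Aldoc was not called (33.8 ± 39.1 and 106 ± 32.8 CPM); without IRF8KO replicate 3 the adjusted p of Clu was 0.055 in edgeR. The lymphocyte list rested on Ighm, which fell from 589 ± 154 to 17.7 ± 3.65 CPM, and Cd79b, which fell from 76.0 ± 22.5 to 17.2 ± 2.66 CPM. The globin genes Hba-a1, Hbb-bs and Hbb-bt share reads with near-identical copies. They had 0 counts in WT replicates 1 and 2 and were counted in all other libraries. None was called in the main fit, but they gained a call in 5, 7 and 5 of 19 alternatives. Among the immediate early genes, Junb, Btg2 and Dusp1 were called with log2 fold changes of −1.70, −2.83 and −3.11, and lost their calls without WT replicate 2 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.143, 0.050 and 0.110). Over all 20 alternatives, Junb lost its call in 5, Btg2 in 4 and Dusp1 in 11, with adjusted p up to 0.143, 0.111 and 0.316 (Benjamini-Hochberg; edgeR quasi-likelihood, DESeq2 or limma-voom). WT replicate 3 had 18.9 CPM of Dusp1, below all IRF8KO libraries, where WT replicates 1 and 2 had 833 and 1441.

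WT replicates 1 and 2 differed from WT replicate 3 in measures that the labels do not account for. The log2 difference between WT replicate 3 and WT replicates 1 and 2 rose with gene GC content (Spearman correlation 0.615 across 11034 genes, which are not independent replicates), and that between IRF8KO replicate 2 and IRF8KO replicates 1 and 3 fell with it (−0.435). The log2 difference between genotypes rose with GC content too, with a correlation of 0.276 against all WT libraries, 0.418 against WT replicates 1 and 2 and −0.115 against WT replicate 3. The labels give no batch, and WT replicate 3 is a single library, so no test within a batch could be made. Against WT replicate 3 alone, the homeostatic, disease-associated and interferon lists had median log2 differences of −1.36, 0.91 and 1.88, the border-associated macrophage list 4.33, and the lymphocyte list −3.99. The other called lists were nearer 0 against it than against all WT libraries or changed sign: red blood cells 0.86 against 4.11, astrocytes 1.20 against 2.60, neurons 1.77 against 2.94 and immediate early genes 0.50 against −1.97. Of 4003 genes called without WT replicate 3, 3787 were also tested with it, and 3243 of these (85.6%) differed from WT replicate 3 in the same direction; simulated libraries with no changed gene gave 67.4%, since both comparisons share the IRF8KO libraries. The same direction with at least 2-fold was seen for 47.3%, against 16.6% in the simulation. With the GC and length offset, 2633 genes were called, and 1776 of the 2109 called genes (84.2%) kept their call in the same direction.

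**Figure D4:**
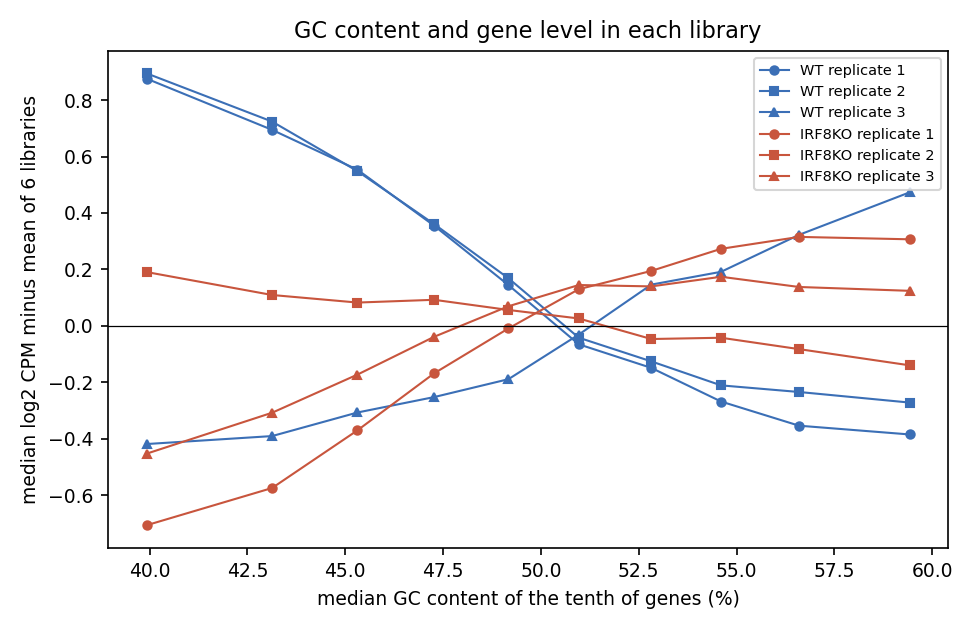
Median deviation of log2 CPM from the mean of the 6 libraries (vertical axis) in 10 equal bins of the tested genes ordered by GC content (horizontal axis, median percent GC of each bin), 1 line per library with WT in blue and IRF8KO in red. WT replicates 1 and 2 fall from 0.88 and 0.89 in the lowest bin to −0.38 and −0.27 in the highest, while WT replicate 3 rises from −0.42 to 0.47.

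Genes near Irf8 were called about as often as genes elsewhere. Within 10 Mb on either side, 27 of 124 tested genes (21.8%) were called, against 2081 of 10909 others (19.1%). The odds ratio was 1.18 (95% confidence interval 0.739 to 1.83; Fisher's exact test, two-sided, p = 0.423), and it was below 1 in a window of 20 Mb, at 0.839 (p = 0.419), so no difference was detectable.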

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

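The alternative without Apoe was chosen after the result was seen; all other alternatives were fixed beforehand. The count of called genes lay between 1863 and 2696 over the 14 alternatives that kept all 6 libraries, within 1.5 times of 2109, and so did the count with at least a 2-fold change (1639 to 2597). Upper-quartile and RLE scaling gave 2090 and 1998 called genes, DESeq2 2692, limma-voom 2291, no filter 2696 and the GC and length offset 2633. Leaving out 1 library gave from 910 to 4003 called genes across the 6 fits, from 524 to 2168 higher, from 386 to 1835 lower and from 910 to 3309 with at least a 2-fold change. The count was 1308 without WT replicate 1, 1171 without WT replicate 2, 4003 without WT replicate 3, 1147 without IRF8KO replicate 1, 1998 without IRF8KO replicate 2 and 910 without IRF8KO replicate 3. Fewer samples lower the power of a fit, but the rise to 4003 has the same number of samples as the falls; of the 2109 called genes, 2075 kept their call there. No called gene was called in the opposite direction in any of the 20 alternatives.

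Scaling by library size alone gave 651 higher and 1908 lower calls, and the Irf8 transcript became significantly lower, with a log2 fold change of −0.90. This scaling lets the share taken by Apoe lower all other genes, and it shifted the all-gene median to −0.61. The fit without Apoe in the counts gave an Irf8 value of −0.38 that was not significant. The main fit, with Apoe kept, already gave −0.44, so leaving Apoe out does not show what caused the −0.90. Over the alternatives the adjusted p of Irf8 ranged from 0.0076 to 0.676. Leaving out Apoe gave 2040 called genes, with 57.3% higher.

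The homeostatic, disease-associated and interferon lists kept their direction and call under all alternatives but an estimated inter-gene correlation, which left their medians relative to all genes at −1.22, 0.98 and 1.49 and called 0 primary lists; their unadjusted p there were 0.011, 0.155 and 0.030. Their ranges over the other settings, leaving out libraries included, were −1.49 to −1.05, 0.69 to 1.06 and 1.17 to 1.68. The list of transcription factors became significant with no filter (−0.93), own-strand counts (−0.67) and opposite-strand counts (−0.71), and ranged from −0.99 to −0.59 across the fits that left out 1 library; the cause was not tested.

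Lists far from their threshold changed the direction of the test, for causes that were not tested. Complement and Fc receptors did so with library size alone (−0.10), no filter (−0.34), at least 10 counts in every library (−0.23), the GC and length offset (−0.30) and that offset with the replicate block (−0.30), and ranged from −0.16 to 0.16 without 1 library. Cell cycle did so with library size alone (0.16), no filter (−0.12) and opposite-strand counts (0.045), and ranged from −0.18 to 0.14. Lysosome did so with library size alone (0.35), and ranged from 0.13 to 0.61 without 1 library. These values are medians relative to all genes, whose sign can differ from the direction of camera. The lists of MHC class I, MHC class II and Toll-like receptors and cytokines kept the direction of the test, but their medians moved. Without 1 library they ranged from 0.19 to 0.64, from −0.44 to 0.35 and from −1.07 to −0.34. Oligodendrocytes changed the direction of the test with at least 10 counts in every library (0.22). The list of endothelial cells, 3 tested genes that went both ways, changed with RLE scaling (1.01), no filter (−1.97), DESeq2 (0.98), limma-voom (1.60), own-strand (−0.32) and opposite-strand counts (0.11), the GC and length offset (1.60), Apoe left out (0.99) and fry (1.01), and ranged from −1.34 to 2.85 without 1 library.

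The odds ratio for called genes near Irf8 fell below 1 with at least 10 counts in every library (0.992), own-strand counts (0.873), opposite-strand counts (0.845) and a 20 Mb window (0.839), and ranged from 0.771 to 1.32 without 1 library; p was above 0.05 in every setting. The largest odds ratio, 1.47 with library size alone, had the lowest p, 0.054.

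Of 79 further results (named genes and lists of other cells), 78 were unchanged under RLE scaling, 76 under upper-quartile scaling, 71 with library size alone, 69 with no filter, 73 with DESeq2, 70 with limma-voom, 78 with robust shrinkage and 73 with the GC and length offset. The stranded counts left 75 and 73 of 78 unchanged, leaving out Apoe 76 of 78, and at least 10 counts in every library 41 of the 46 that could be tested. Without 1 library between 64 and 75 were unchanged; the 64, without IRF8KO replicate 3, had 12 weaker, 2 stronger and 1 reversed.

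The replicate numbers did not pair the samples: deviations from the group means correlated at −0.26, 0.33 and 0.11 for the same-numbered pairs 1, 2 and 3. The replicate block gave 2353 called genes and left 69 of the 79 further results unchanged, with 4 weaker and 6 stronger; together with the GC and length offset it gave 2203. Requiring 10 counts in every library removes genes with 0 counts in a group, so the largest changes could not be tested under that alternative. Depth limits the low genes: in WT replicate 1, the shallowest library with 3658917 gene counts, 3 counts are the floor.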

Other observations

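Tests chosen only after the result was seen were those of lower depth in WT replicate 3, of swapped libraries, of the GC trend between libraries of 1 genotype, of neutrophil transcripts, of the scaling of the interferon response list, of read-through from Apoe, of the handling of WT replicates 1 and 2, the comparisons with WT replicate 3 alone and the fit without Apoe; the remaining tests were fixed before their results were seen.

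The number of called genes was set against other groupings of the same libraries. 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many called genes, and likewise 1 of the 10 for genes with at least a 2-fold change. The 9 other splits called 0 genes each, with 17 to 2042 genes at an unadjusted p under 0.05. The 2042 came from WT replicates 1 and 2 with IRF8KO replicate 2 against the rest, a split that follows the GC trend of the libraries. With 10 splits the share cannot go below 1 in 10, so the splits alone cannot exclude chance. The simulated libraries with no changed gene gave 0 called genes among 10366, against 2109 among 11041 here. Chance spread that acts on each gene alone is therefore argued against as the cause of the called genes as a set. A factor shared by many genes within a library is not covered, because that simulation drew each gene independently. The 0 calls of the 9 other splits do not cover it either, as a genotype difference would add to the spread within their mixed groups. GC content and gene length are argued against as the whole cause, since 84.2% of the called genes kept call and direction with the offset. The share of counts taken by Apoe is argued against as the whole cause too, since 91.7% did so without it. The calls lost without Apoe were mostly lower ones, as 1061 of 1064 higher calls were kept and 872 of 1045 lower calls. That share therefore stays open as a cause of part of the lower calls. The remaining candidate explanation is the genotype on the labels, or anything else that differed between these mice and goes with the labels. A factor shared by many genes within a library, other than GC content and gene length, stays open.

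The calls of the primary lists stand on weaker ground. As many as 3 called lists came from 5 of the 10 splits, the real one included, with up to 4 in 1 of them. Of these 5, 2 had WT replicates 1 and 2 together with 1 IRF8KO library, apart from WT replicate 3. Every split but the real one keeps part of the genotype difference between its groups. Which lists were called, and in which direction, was not compared, so this count alone cannot tell whether the real calls are due to genotype. A preset correlation of 0.01 may understate how far genes of a list move together within a library, since the estimated correlation called 0 lists. Of the 3 lists, the interferon response list was tested further. Scaling is argued against as the source of its direction, because its median log2 fold change, not taken relative to all genes, was 0.94 at the lowest over RLE, upper-quartile and library-size scaling, and a single deviating library is argued against, because the largest adjusted p of the list over the 6 fits without 1 library was 5.9e-04 (camera). Its median against WT replicate 3 alone, 1.88, was not smaller than that against all WT libraries. The list stayed higher in all of these, so what is open is how likely a list of this size is to move by a shared factor between 2 groups of 3 mice.

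WT replicate 3 stood apart from WT replicates 1 and 2. Its root mean square distance in log2 CPM to their mean was 1.25, where they were 0.61 from each other. Lower depth is argued against: WT replicate 3 had 7.92 M gene counts, more than WT replicate 1, which lay with WT replicate 2. The GC and length correction removed 34.8% of the excess distance, so most of it remained, and leaving out the immediate early list removed 2.42%. Lower complexity stays open, as WT replicate 3 had the fewest detected genes of all libraries at equal depth (12253). Globin transcripts summed to 0 counts in WT replicates 1 and 2, and to 396, 330, 1055 and 3951 counts in WT replicate 3 and IRF8KO replicates 1, 2 and 3. These differences may come from a preparation or sequencing batch of WT replicates 1 and 2 that the labels do not give, or from the mice themselves, which was not tested.

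The log2 fold change between genotypes rose with GC content (Spearman correlation 0.276 across genes). The trend between WT replicate 3 and WT replicates 1 and 2 was larger, with a correlation of 0.615, and IRF8KO replicate 2 differed from IRF8KO replicates 1 and 3 by one of −0.435. A GC bias between libraries, which needs no difference in genotype, is therefore a candidate explanation of this trend. Genes of low GC content that were called lower with modest changes deserve the most caution, because the lowest of 10 bins by GC had a median difference of −0.78 and the highest 0.16.

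Immediate early genes, which rise within minutes when cells are handled, were lower in IRF8KO (median log2 fold change −2.97). The difference was absent against WT replicate 3, where the median of the list was 0.50 higher in IRF8KO. Fos had 643 and 880 CPM in WT replicates 1 and 2, 0.138 (1 count) in WT replicate 3, and 21.8, 11.2 and 17.6 in IRF8KO replicates 1, 2 and 3; it was picked after its values were seen. A difference in handling of WT replicates 1 and 2 may explain the list, and a difference between these mice before isolation stays open and was not tested.

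Irf8 was counted in the IRF8KO libraries at a level not significantly below WT. Libraries swapped between the groups are argued against: 0 of the 6 libraries had a higher mean correlation with the other group than with their own, and no IRF8KO library had a count of Sall1. An allele that still gives a transcript but no working protein stays open; reads per exon, which would test it, were not analysed here. That all 3 libraries came from other mice than the labels say was not tested.

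The share of Apoe was set against contamination by astrocytes, which also make it. The 12 genes of the astrocyte list summed to at most 0.0798% of the CPM of Apoe in the IRF8KO libraries. RNA or cells of astrocytes are therefore argued against as the source of Apoe. Their presence is not, as 7 of the 8 tested genes of the list were higher in IRF8KO, 4 of them called. Slc1a3 was lower than in WT (8.76 against 152 CPM). Of this list, Slc1a3 and Aldoc had a mean of at least 10 CPM in WT microglia, so the fall of Slc1a3 does not bear on astrocytes. For Apoc1, read-through from the neighbouring Apoe gene would give the same share of Apoe counts in both genotypes. The mean share was 0.703% ± 0.213 in IRF8KO and 0.0629% ± 0.0458 in WT (SD, n = 3), a ratio of 11.2, which argues against a fixed read-through as the cause. Higher transcription of Apoe, Apoc1 and Apoc4 in the labelled genotype is a hypothesis that remains; Tomm40, on the other side of Apoe, did not rise.

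The rise of border-associated macrophage genes could come from such macrophages among the sorted cells. Of the 16 genes of that list, Stab1 alone had a mean of at least 10 CPM in WT. Pf4, Ms4a7, Stab1 and Siglec1 had at least 100 CPM in every IRF8KO library, while 4 genes of the list, Lyve1, Folr2, Cd209f and Cd36, stayed under 1 CPM in every one, and Mrc1, Cd163 and F13a1 reached 39.3, 9.54 and 5.31 CPM on average against 1881 for Pf4; Mrc1, Cd163 and F13a1 were picked after their values were seen. A higher share of border-associated macrophages would bring these transcripts along, so it is argued against as the whole cause. A few such cells, a macrophage type that lacks these 4 transcripts, or microglia that express part of the list stay open. The homeostatic genes do not move as a lower share of microglia would have them, as P2ry12 had a log2 fold change of −4.12, Siglech of −0.27 and Fcrls of 1.35.

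Flanking sequence of another strain around the targeted gene could change the counts of neighbouring genes. The odds ratio of 1.18 within 10 Mb had an interval from 0.739 to 1.83, and with 124 genes it leaves a modest enrichment open, so this cannot be told apart from no effect.

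IRF8KO replicate 2 had more of several neutrophil transcripts than any other library. Of the 13 genes of the neutrophil list, 8 had more than 3 counts there and at least 10 times the level of every other library: S100a8, S100a9, Ngp, Camp, Ltf, Retnlg, Elane and Lcn2, with 4183 counts against 22 in the other 5 libraries together. S100a8 was the highest, at 121 CPM, followed by Ngp at 79.2 CPM; Csf3r, which all libraries express, was not higher there (995 CPM against up to 1284 elsewhere). Mmp9 was higher in IRF8KO replicate 1 (3.05 against 0.987 CPM). Cxcr2, a called gene, had 10, 46 and 16 counts in IRF8KO replicates 1, 2 and 3 and 0 in WT. Mmp8 had 0 counts in every library, and Mpo had 0 in the other 5 libraries and 2 in IRF8KO replicate 2. Genes of the monocyte list were higher there too: Chil3, Hp, Plac8 and Ly6c2 had 386, 104, 52 and 31 counts, while Ccr2 had 0; all 5 were picked after their values were seen. The values of the 8 genes, a summed 375 CPM, are consistent with cells or RNA of neutrophils in that library, and other myeloid cells of the blood beside them stay open. No biological explanation was tested, since the excess of these 8 genes lies in a single library.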
